A study of Rattus norvegicus with 12 samples. Its data were reported in "VEGF-B-induced vascular growth leads to metabolic reprogramming and ischemia resistance in the heart" (2014).

How the data were processed

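Gene expression was measured in the left ventricle of 12 male Wistar rats aged 2 months, 6 carrying a cardiomyocyte-specific VEGF-B transgene (VEGF-B TG) and 6 wildtype (WT) rats that the labels call littermates. Total RNA from each heart was labelled as biotinylated cRNA and hybridized to its own array, an Illumina RatRef-12 BeadChip, on which 22517 probes were read. Groups and replicate numbers were taken from the deposited sample titles, and each rat was 1 replicate.

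The first deposited table gave, for each probe and array, the bead intensity that the authors had summarized with GenomeStudio (version not given in the sources used here), neither normalized between arrays nor background subtracted. The lowest intensity in it was 100.5. The same deposited table gave a detection p-value for each probe and array, in which a low p-value means a signal above the negative control beads. The second deposited table held log2 values that the authors had quantile normalized across the 12 arrays with Chipster (version not given in the sources used here). Log2 quantile values computed here from the deposited intensities differed from that table by at most 0.00883, so no background correction had been applied to it.

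From the deposited intensities, background was corrected with limma 3.58.1 in R 4.3.3 (neqc, with the background estimated from the detection p-values and an offset of 16), followed by quantile normalization and log2 transformation. Probes with a detection p under 0.05 on at least 6 of the 12 arrays were tested, which left 9054 probes. Differences (VEGF-B TG minus WT) and their standard errors (SE) came from lmFit and eBayes of limma without trend or robust estimates, and p-values were adjusted by the Benjamini-Hochberg method over the tested probes, with a threshold of 0.05. Single values per array, such as the mean log2 value of the members of a gene list, were compared with 2-sided exact permutation tests over the 924 assignments of 12 arrays to 2 groups of 6, for which 0.00216 is the smallest p possible. Figures were drawn with matplotlib 3.10.9.

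Probes were named from the platform annotation. A single symbol was given for 13787 probes and several symbols for 0 probes, while 8730 probes had no symbol and were only counted. Of the symbols, 13747 were updated through the gene number to those of the GRCr8 annotation, and 40 were kept as the platform gave them. The platform annotation used here names no genome build, so no coordinates are given.

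The test, filter, alternatives, gene lists and rule for named genes were fixed before the data were examined. The study's report on these samples was known by then, and it describes vessel growth, Notch transcripts and lower fatty acid metabolism genes. The endothelial, Notch and fatty acid oxidation lists were included for that reason, so their calls are not independent of that report. The lists covered markers of cell types that a ventricular sample can hold, pathways and complexes, and 3 lists taken from the study. Of these, the lists of higher and of lower genes had been chosen on these samples, and the third held genes that the study had measured separately. Each list with at least 5 tested members was tested with camera of limma (inter-gene correlation preset to 0.01, 1 probe per gene, the brightest), adjusted over the 41 lists tested, and the other 4 lists were only counted. The members were also counted with p-values adjusted over each list alone. Named genes were the 10 probes with the largest difference in each direction among named probes past the threshold that were detected on all arrays of a group and had no overlap between groups. They also included the VEGF ligands and receptors, the genes the study had measured separately, up to 3 members with the smallest p of each called list and up to 2 of any other list, or the brightest member where none had passed. Which lists were described by members and which only by counts was chosen after their values were seen, as was every gene named outside this rule. The rule named 111 genes, and 47 more were named after their values were seen, being the members behind small counts of a list.

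Alternatives were no background correction (signals under 1 set to 1), normexp on the intensities alone with an offset of 50, median scaling, cyclic loess, the log2 table that the authors deposited, no filter on dim probes, a filter requiring a detection p under 0.01 on all 12 arrays, trend and robust variances, replicate number as a block, array weights, leaving out each array, adjusted p thresholds of 0.01 and 0.001, the mean of a gene's probes, camera with an estimated correlation, and fry. Other splits of the arrays were tested as 100 of the 462 distinct splits into 2 groups of 6, the real one included, drawn with seed 11. An array value was singled out where its gap to the nearest of the other 5 exceeded Dixon's critical value for 6 values.

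The fit was tested on simulated data made from the means and spreads of the 9054 tested probes. It called 98% and 96% of probes simulated with a log2 difference of -1 and 1, and 88% and 76% of those with -0.5 and 0.5, while 8 of 8854 unchanged probes were called. For gene lists, the shifted list was called (1 of 1) and 0 of 40 unchanged lists were. The simulated genes varied independently, while real members varied together (estimated correlation 0.465 for fatty acid oxidation). The simulation therefore could not show false calls of lists whose members vary together. Chip position, hybridization date and RNA quality were not given in the sources used here, so no batch was modelled. Probe sequences and the other experiments of the study were not used here.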

Results

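Left ventricular RNA of 6 VEGF-B TG and 6 WT rats was profiled on 1 array per heart. Between 8820 and 9655 probes were detected on the TG arrays (mean 9235.2 ± 310.2, SD, n = 6) and between 8452 and 9251 on the WT arrays (8816.8 ± 324.1, n = 6), an exact permutation p of 0.0476. Bright signal over background did not separate the groups: the 95th percentile of intensity was 15.8 ± 0.857 times the median background in TG and 16.1 ± 0.825 times in WT hearts (exact permutation p = 0.571). The number of arrays limits the precision. The first principal component held 39.6% of the variance, with the TG hearts between -23.7 and -7.98 and the WT hearts between 9.23 and 18.8.

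The comparison asked which transcripts differ in the heart when cardiomyocytes overexpress VEGF-B, a ligand of VEGF receptor-1 and neuropilin-1 that the study linked to coronary vessel growth and to cardiac metabolism. Endothelial, pericyte, proliferation and actin cytoskeleton genes were higher in the VEGF-B TG hearts, and genes of mitochondrial fatty acid oxidation were lower. These lists were called with a preset correlation between genes, and 0 of them with an estimated one (adjusted p = 0.0786, 0.0786, 0.139, 0.139 and 0.227). Of 9054 probes tested, 1050 were higher and 931 lower in TG hearts (limma, adjusted p under 0.05), which was 21.9% of the probes. They covered 846 named genes that were higher and 736 that were lower. Most differences were small, with a median absolute log2 difference of 0.40 among the called probes, and 32 probes rose and 45 fell by at least 1 on the log2 scale. For 956 of the 1981 called probes, all 6 TG values lay on the same side of all 6 WT values. Among all tested probes this held for 978 (10.8%), where chance gives 0.216%.

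The largest increases were in genes with diverse functions (all values are log2 differences, TG minus WT, with SE, 6 hearts per group). Reg3g, a secreted antimicrobial lectin, was 1.78 higher (SE 0.35, adjusted p = 0.00208), although it was detected on only 2 WT arrays. Atcay, which encodes caytaxin, was 1.72 higher (SE 0.35, adjusted p = 0.00279), and Gad1, a GABA-synthesizing enzyme detected on 1 WT array, was 1.56 higher (SE 0.17, adjusted p = 2.74e-05). The chemokine Ccl19 rose by 1.54 (SE 0.20, adjusted p = 1.20e-04), the chemokine receptor Cxcr4 by 1.39 (SE 0.17, adjusted p = 5.43e-05) and the iron-sequestering lipocalin Lcn2 by 1.49 (SE 0.17, adjusted p = 3.12e-05). The mitotic regulators Cdk1 and Ccnb2 rose by 1.47 (SE 0.24, adjusted p = 5.34e-04) and 1.34 (SE 0.24, adjusted p = 0.00135), each detected on 4 WT arrays. The intermediate filament gene Nes rose by 1.33 (SE 0.15, adjusted p = 4.13e-05), and the sulfotransferase gene Chst1 by 1.32 (SE 0.19, adjusted p = 2.11e-04). The sizes of dim genes depended on the background correction, and without it Reg3g was 0.97, Gad1 0.77, Cdk1 0.76 and Ccnb2 0.72 higher.

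Among the largest decreases was Kat2a, a histone acetyltransferase gene, with a log2 difference of -2.64 (probe ILMN_1369542, SE 0.06, adjusted p = 9.83e-13). It was detected on 0 TG arrays and all 6 WT arrays, which puts its background-corrected probe signal at least 4.56-fold lower in TG hearts, and without background correction its log2 difference was -1.41. The mitochondrial genes Ndufaf3 and Ecsit, whose products take part in complex I assembly, were lower: Ndufaf3 fell by 2.07 (SE 0.08, adjusted p = 3.12e-10) and Ecsit fell by 2.02 (SE 0.07, adjusted p = 2.46e-10). Mrpl44, a mitochondrial ribosomal protein gene, fell by 2.06 (SE 0.11, adjusted p = 1.67e-08). The sodium channel subunit gene Scn4b fell by 1.97 (SE 0.27, adjusted p = 1.68e-04), the dynein light chain gene Dynlt1 by 1.95 (SE 0.14, adjusted p = 2.46e-07) and the ceramide kinase gene Cerk by 1.92 (SE 0.10, adjusted p = 9.01e-09). Hnrnpa2b1, an RNA-binding protein gene, fell by 1.86 (SE 0.12, adjusted p = 1.06e-07), and the ATP-gated channel gene P2rx5 by 1.71 (SE 0.11, adjusted p = 1.03e-07). C1qc fell by 2.04 (SE 0.19, adjusted p = 4.55e-06), whereas C1qa and C1qb, named after their values were seen, which encode the partner chains of the same complement protein, rose by 0.52 (adjusted p = 0.00992) and 0.60 (adjusted p = 0.00772). Over the alternatives that kept all arrays, the smallest differences were -1.18 for Mrpl44, -1.26 for C1qc and -1.26 for Dynlt1. Each of these 10 lower genes rested on a single probe, and in 9 of them the gap between the groups exceeded the range within either group, against 0 of the 10 higher genes. A fixed sequence difference under such a single probe was not excluded, so these values are differences in probe signal.

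**Figure D1:**
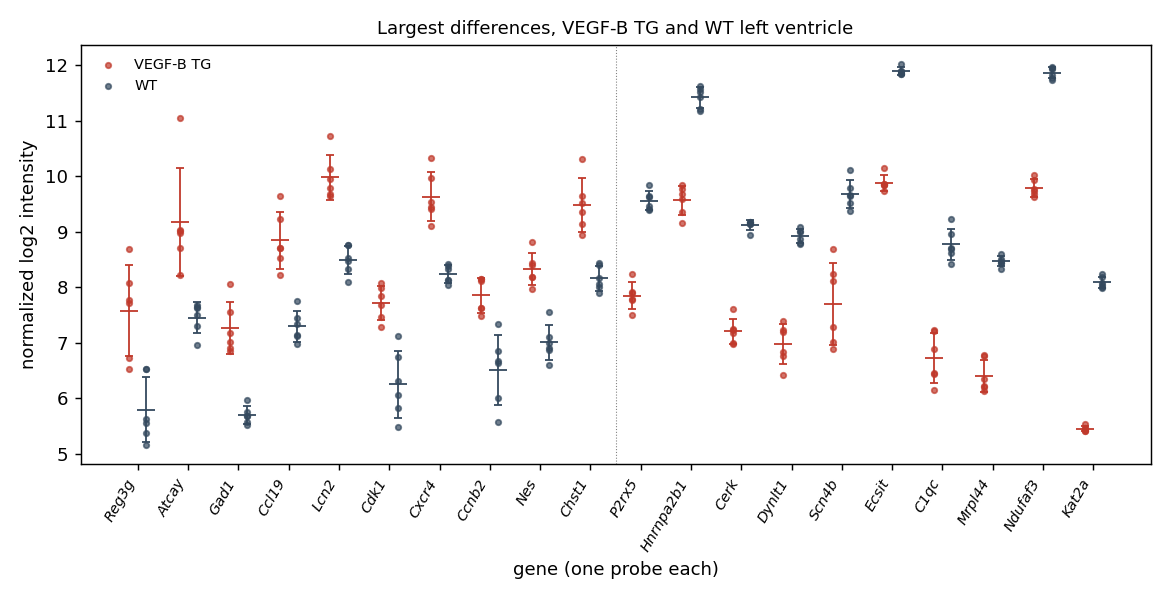
Normalized log2 intensity (vertical axis) of the 10 genes with the largest increase and the 10 with the largest decrease in VEGF-B TG hearts (horizontal axis, 1 probe per gene). Points are the 6 hearts of each group and bars the mean ± SD. The groups do not overlap in any of these genes, by the rule that chose them, and the lower genes from Kat2a to P2rx5, except Scn4b, show gaps wider than either group's range.

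Vegfb itself was measured by 1 rat probe (ILMN_1376698), detected in all 12 hearts. Its intensity was 182 to 514 in TG hearts (422 ± 122, SD) and 219 to 1242 in WT hearts (831 ± 412). The log2 difference was -1.04 (SE 0.58), with an adjusted p of 0.227 and an exact permutation p of 0.186. Without WT replicate 5, which had the lowest WT intensity, the difference was -1.56 (adjusted p = 0.0188, against a range of 0.0188 to 0.442 over the single arrays left out). The species of the transgene was not given in the sources used here, and a rat probe need not bind a transgenic transcript, so this probe does not check the labels. In its review correspondence the study gave a manyfold rise of VEGF-B mRNA over its transgenic lines and vector experiments. This probe showed no rise, and whether it binds the transgenic transcript was not tested. Among the other VEGF ligands and receptors, Vegfc was higher in TG hearts (0.49, SE 0.10, adjusted p = 0.00339). Vegfa (-0.12, adjusted p = 0.396), Vegfd (-0.06, adjusted p = 0.746), the receptor gene Flt1 (-0.00, adjusted p = 0.992) and the co-receptor gene Nrp1 (0.18, adjusted p = 0.0801) did not pass, and Flt1 was detected on only 4 TG and 2 WT arrays. Nrp1 passed without background correction (adjusted p = 0.0408), with the deposited log2 table (adjusted p = 0.0422) and with trend and robust variances (adjusted p = 0.0371, range 0.0371 to 0.292 over the alternatives that kept all arrays). Pgf and Nrp2 were detected on at most 1 and 2 arrays and were not tested. The list held 10 genes, of which 8 had a named probe on the array and 6 were tested. The gene of VEGF receptor-2 was not among those 8. As a list, the 6 tested genes did not move (1 higher, also adjusted over the list alone, camera adjusted p = 0.631). Their median was -0.03 and their mean -0.09, and the test pointed upwards.

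Endothelial and pericyte markers were higher in the VEGF-B TG hearts. Of 22 endothelial markers tested, 16 rose and 0 fell (16 adjusted over the list alone), with a median log2 difference of 0.59 (camera adjusted p = 3.20e-10, adjusted p = 0.0786 with an estimated correlation). They included the endothelial receptor gene Tie1 (0.65, SE 0.07, adjusted p = 2.53e-05), the sialomucin gene Emcn (0.65, SE 0.07, adjusted p = 1.96e-05) and the adhesion molecule gene Icam2 (0.71, SE 0.08, adjusted p = 2.55e-05). The mean of the endothelial markers was higher in all 6 TG hearts than in any WT heart (9.77 ± 0.0647 against 9.28 ± 0.102, SD, exact permutation p = 0.00216). All 8 pericyte markers rose (8 adjusted over the list alone), with a median of 0.53 (adjusted p = 1.60e-05, adjusted p = 0.0786 with an estimated correlation). Vtn was 0.81 higher (SE 0.08, adjusted p = 9.38e-06), the potassium channel gene Kcnj8 0.88 higher (SE 0.15, adjusted p = 0.0010) and Mcam 0.99 higher (SE 0.19, adjusted p = 0.00223), although Mcam was detected on 4 WT arrays and was 0.49 higher without background correction. Of the endothelial and pericyte markers, 9 and 4 also stood in the lists the study had drawn from these samples. Capillary (2 higher, 1 lower of 8, and the same adjusted over the list alone; adjusted p = 0.496), arterial (4 higher, 2 lower of 12; 6 and 2 adjusted over the list alone; adjusted p = 0.15, 0.00242 with fry) and venous and lymphatic markers (0 of 9, also adjusted over the list alone; adjusted p = 0.263) were not called as lists. The mean of the arterial markers was nevertheless higher in all 6 TG hearts than in any WT heart, by 0.20 (exact permutation p = 0.00216, 0.00493 adjusted over the lists). Named after their values were seen, the water and glycerol channel gene Aqp7 fell by 0.96 (SE 0.18, adjusted p = 0.00185), while Fabp4 (0.26) and Cav1 (0.39) were the capillary markers that rose. Fabp4 lost its call without TG replicate 1, 2, 4 or 6 or WT replicate 3 (adjusted p up to 0.0695), and Cav1 without TG replicate 2 or WT replicate 1 or 4 (adjusted p up to 0.0608).

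Signalling genes of the vessel wall also differed. In the Notch pathway, 5 of 9 genes rose and Hey2 fell (8 higher and 1 lower adjusted over the list alone), with a median of 0.43 (adjusted p = 0.00288, adjusted p = 0.139 with an estimated correlation). The receptor genes Notch4 and Notch1 were 0.70 (SE 0.12, adjusted p = 7.93e-04) and 0.52 higher (SE 0.09, adjusted p = 0.00140), and the glycosyltransferase gene Mfng, which modifies Notch receptors, was 0.47 higher (SE 0.08, adjusted p = 8.76e-04). Named after their values were seen, the Notch targets Hey2 and Hes1 went opposite ways, at -0.39 (SE 0.10, adjusted p = 0.0129) and 0.34 (SE 0.11, adjusted p = 0.0459), and with single arrays left out Hes1 kept its call only without WT replicate 3 or TG replicate 4 (adjusted p up to 0.0981). Hey2 lost its call with median scaling (-0.34, adjusted p = 0.0537, range 0.00513 to 0.0537 over the alternatives that kept all arrays). Of 23 angiogenesis regulators, 9 rose and 2 fell (11 and 2 adjusted over the list alone; median 0.10, adjusted p = 0.0174, adjusted p = 0.181 with an estimated correlation). This median was 0.06 without WT replicate 1 or 2, 0.16 and 0.18 without WT replicates 3 and 5, and 0.35 with the strict filter. Tgfb1 was 0.69 higher (SE 0.07, adjusted p = 1.62e-05) and the transcription factor gene Ets1 0.57 higher (SE 0.09, adjusted p = 3.74e-04), while Angpt1, the ligand of the Tie2 receptor, fell by 0.85 (SE 0.12, adjusted p = 1.55e-04). Over the alternatives that kept all arrays, the smallest Angpt1 difference was -0.41. The other decrease was in Bmp4 (-0.50, adjusted p = 0.0172), named after its value was seen. For nitric oxide and cyclic GMP signalling, 5 of 10 genes rose and 0 fell (5 adjusted over the list alone), with a median of 0.33 (adjusted p = 0.0127, adjusted p = 0.139 with an estimated correlation). These included endothelial nitric oxide synthase, Nos3 (0.69, SE 0.11, adjusted p = 5.25e-04), the guanylate cyclase subunit gene Gucy1b1 (0.61, SE 0.11, adjusted p = 0.00109) and the phosphodiesterase gene Pde2a (0.40, SE 0.07, adjusted p = 0.00136). The others, named after their values were seen, were Cav1 (0.39) and Gch1 (0.38), of which Cav1 lost its call without TG replicate 2, WT replicate 1 or WT replicate 4 (adjusted p up to 0.0608) and Gch1 without TG replicate 5 or 6 or WT replicate 1, 3, 4 or 6 (adjusted p up to 0.0633).

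Matrix, macrophage and antigen presentation genes were higher as well. Basement membrane genes showed 5 increases and 1 decrease among 9 (the same adjusted over the list alone; median 0.42, adjusted p = 0.0105, adjusted p = 0.227 with an estimated correlation), with Col4a1 0.98 higher (SE 0.12, adjusted p = 7.14e-05), and Sparcl1 and Agrn 0.50 and 0.45 higher. Named after their values were seen, Sparc (0.42) and Col18a1 (0.83) rose too, Col18a1 losing its call with no filter (adjusted p = 0.0578, range 0.0121 to 0.0578 over the alternatives that kept all arrays), and Lamb2 (-0.20, adjusted p = 0.0320) fell but kept its call only without TG replicate 3 or 4 or WT replicate 1 or 2 (adjusted p up to 0.0695). Fibroblast and interstitial matrix genes showed 6 increases and 1 decrease among 19 (7 and 1 adjusted over the list alone; median 0.35, adjusted p = 0.00267, adjusted p = 0.257 with an estimated correlation), including Cilp (0.87, adjusted p = 8.59e-04), Igfbp7 (0.44, adjusted p = 8.76e-04) and Col6a1 (0.48, adjusted p = 0.00363). The decrease was in Pdgfra (-0.44, adjusted p = 0.0201), a fibroblast receptor gene named after its value was seen. Of 10 macrophage and myeloid genes, 9 rose and C1qc fell (the same adjusted over the list alone; median 0.48, adjusted p = 0.00229, adjusted p = 0.227 with an estimated correlation). Fcer1g, an immunoglobulin receptor subunit gene, was 0.60 higher (adjusted p = 0.00150), and the lysosomal membrane gene Laptm5 was 0.38 higher (adjusted p = 0.00732). Antigen presentation and interferon response genes rose in 6 of 16 cases and fell in 0 (9 and 0 adjusted over the list alone; median 0.34, adjusted p = 0.00157, adjusted p = 0.264 with an estimated correlation), among them the MHC class II gene RT1-Da (0.68, adjusted p = 8.31e-04), the guanylate-binding protein gene Gbp2 (0.64, adjusted p = 0.00693) and the immunoproteasome gene Psmb8 (0.40, adjusted p = 0.0220). Without WT replicate 4, Psmb8 was 0.37 (adjusted p = 0.0518, against a range of 0.00387 to 0.0518 over the single arrays left out), and with median scaling it was 0.41 (adjusted p = 0.0587, range 0.0109 to 0.0587 over the alternatives that kept all arrays). Erythroid markers, which would follow blood in the tissue, were unmoved as a list (0 of 5, also adjusted over the list alone; median 0.03, adjusted p = 0.914).

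Cell cycle, actin cytoskeleton, endoplasmic reticulum and amino acid synthesis lists were higher. Of 20 cell cycle genes, 17 rose and 0 fell (20 and 0 adjusted over the list alone), with a median of 0.56 (adjusted p = 5.63e-11, adjusted p = 0.139 with an estimated correlation), and the mitotic spindle genes Kifc1 and Tpx2 were 0.88 (SE 0.11, adjusted p = 6.42e-05) and 1.11 higher (SE 0.16, adjusted p = 2.90e-04). Tpx2 was detected on 3 WT arrays, and without background correction Kifc1 and Tpx2 were 0.48 and 0.53 higher. Of 27 actin cytoskeleton genes, 19 rose and 0 fell (19 adjusted over the list alone; median 0.40, adjusted p = 1.38e-09, adjusted p = 0.139 with an estimated correlation), including the intermediate filament gene Vim (0.70, SE 0.08, adjusted p = 2.89e-05), moesin, Msn (0.71, SE 0.09, adjusted p = 8.72e-05), and cofilin, Cfl1 (0.47, SE 0.06, adjusted p = 1.59e-04). Among these lists, 10 cell cycle and 12 actin genes also stood in the study's own lists. Genes of protein folding and secretion in the endoplasmic reticulum rose in 10 of 26 cases (11 adjusted over the list alone) and fell in 1 (also 1), with a median of 0.19 (adjusted p = 0.00157, adjusted p = 0.0786 with an estimated correlation). Rcn1 and Fkbp10 were 0.63 (adjusted p = 6.90e-04) and 0.59 higher (adjusted p = 0.00504), whereas Ssr1, detected on 1 TG array, was -0.46 (adjusted p = 0.00309). Of 7 amino acid synthesis genes and targets of the stress-responsive factor ATF4, 6 rose (6 adjusted over the list alone; median 0.40, adjusted p = 7.57e-04, adjusted p = 0.0786 with an estimated correlation), including the glutamine transporter gene Slc1a5 (0.76, adjusted p = 3.39e-04), Ddit3 (0.45, adjusted p = 0.00314) and Slc3a2 (0.40, adjusted p = 0.00503).

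**Figure D2:**
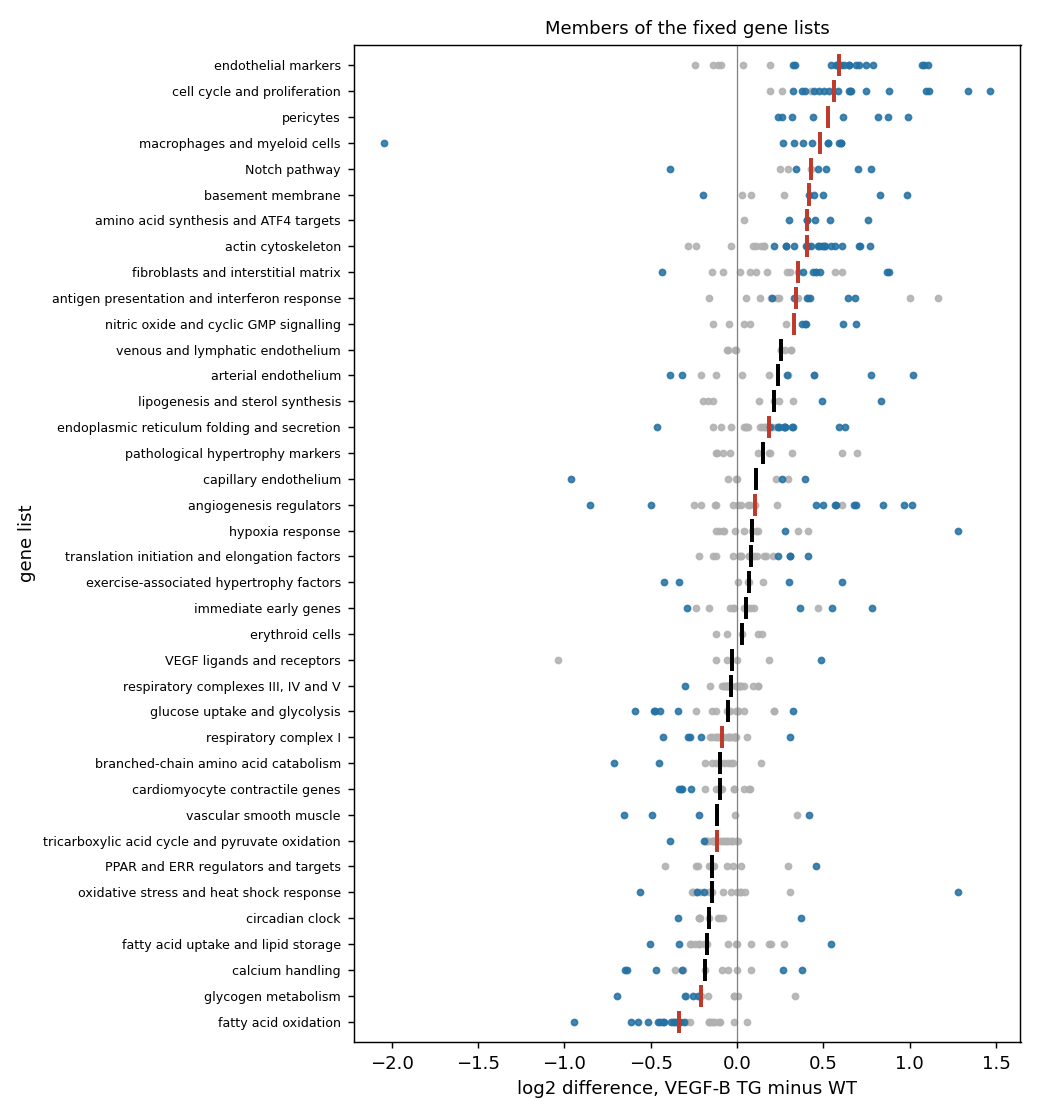
Log2 difference between VEGF-B TG and WT hearts (horizontal axis) for each tested member (points, 6 hearts per group) of the 38 tested lists not taken from the study (vertical axis). Blue points passed the adjusted p threshold of 0.05 and grey points did not, and the vertical bars are list medians, red for the 17 lists that camera called with a preset correlation. Endothelial markers, with a median of 0.59, stand at the top and fatty acid oxidation, with -0.34, at the bottom.

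Genes of fatty acid oxidation were lower in the VEGF-B TG hearts. Of 27 genes, 15 fell and 0 rose (19 and 0 adjusted over the list alone), with a median log2 difference of -0.34 (camera adjusted p = 9.44e-09, adjusted p = 0.227 with an estimated correlation), and 9 of the 27 stood in the study's own lists. Echdc2, an enoyl-CoA hydratase family member, fell by 0.95 (SE 0.08, adjusted p = 3.65e-06), the trifunctional protein gene Hadha by 0.57 (SE 0.08, adjusted p = 1.63e-04) and the thiolase gene Acaa2 by 0.51 (SE 0.08, adjusted p = 6.71e-04). For Echdc2 the gap between the groups exceeded the range within either group, so a fixed sequence difference under its probe was not excluded. The mean of the list was below every WT heart in 5 of 6 TG hearts (11.41 ± 0.144 against 11.74 ± 0.0532, SD, exact permutation p = 0.00433). On the same arrays, the mean of the cardiomyocyte contractile genes was lower in all 6 TG hearts than in any WT heart, by a smaller difference of -0.12 (exact permutation p = 0.00216). Glycogen metabolism genes fell in 4 of 11 cases (5 adjusted over the list alone; median -0.21, adjusted p = 0.0476, adjusted p = 0.139 with an estimated correlation), with the phosphorylase kinase gene Phkg1 at -0.70 (adjusted p = 0.00735; detected on 3 TG arrays, and -0.33 without background correction), Gaa at -0.30, Pgm1 at -0.25 and, named after its value was seen, Pygm at -0.22. This list lost its call when any of 7 single arrays was left out (TG replicates 1, 2 and 4 and WT replicates 1, 2, 3 and 5, adjusted p up to 0.0881), and its median was -0.13 without TG replicate 6. With median scaling Gaa lost its call (-0.24, adjusted p = 0.125, range 0.00767 to 0.125 over the alternatives that kept all arrays). Tricarboxylic acid cycle and pyruvate oxidation genes fell in 2 of 20 cases (1 adjusted over the list alone; median -0.12, adjusted p = 0.0127, adjusted p = 0.257 with an estimated correlation), which were the mitochondrial pyruvate carrier gene Mpc2 (-0.39, adjusted p = 0.00906) and Suclg1 (-0.19, adjusted p = 0.0343). Of 25 complex I genes, 4 fell and 1 rose (2 and 0 adjusted over the list alone; median -0.09, adjusted p = 0.0294, adjusted p = 0.458 with an estimated correlation), with Ndufs7 at -0.43 (adjusted p = 6.62e-04), Ndufb6 at -0.29 (adjusted p = 0.0189) and Ndufb4 at -0.27 (adjusted p = 0.0349). Without TG replicate 6 the list was at -0.05 (adjusted p = 0.0895, against a range of 0.0184 to 0.0895). Ndufa8 (-0.21) and the gene that rose, Ndufa7 (0.30), were named after their values were seen. With single arrays left out, Ndufb4 kept its call only without TG replicate 1 or 3 or WT replicate 5 (adjusted p up to 0.0761), Ndufa8 only without TG replicate 1 or WT replicate 3 (up to 0.104), Ndufa7 only without TG replicate 5 or WT replicate 2 or 5 (up to 0.105), and Suclg1 only without TG replicate 1 or 3 or WT replicate 2 or 3 (up to 0.0805).

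Other metabolic lists were not called. Fatty acid uptake and lipid storage showed 1 increase and 2 decreases among 17 genes (the same adjusted over the list alone; adjusted p = 0.496): the lipid droplet coat gene Plin5 fell by 0.51 (SE 0.13, adjusted p = 0.0112) while Plin3 rose by 0.54 (SE 0.10, adjusted p = 0.00136). The other decrease was in Dgat1 (-0.33, adjusted p = 0.0190), a triglyceride synthesis gene named after its value was seen. Among 13 regulators and targets of PPAR and ERR, Pparg rose by 0.46 (SE 0.09, adjusted p = 0.00229), detected on 1 WT array. Its smallest difference over the alternatives that kept all arrays was 0.22. No other gene of this list passed (1 adjusted over the list alone, list adjusted p = 0.395). Respiratory complexes III, IV and V (1 lower of 21, 0 adjusted over the list alone; adjusted p = 0.532) had a median of -0.04, which was 0.03 with cyclic loess. Lipogenesis and sterol synthesis (2 higher of 9, also adjusted over the list alone; adjusted p = 0.192) had a median of 0.21, which was -0.14 with the strict filter. Branched-chain amino acid catabolism (2 lower of 12, also adjusted over the list alone) was at -0.10 (adjusted p = 0.0594) and was called without background correction (adjusted p = 0.0416), with normexp, median scaling, cyclic loess, the deposited log2 table, either filter, trend and robust variances and fry, but not with the other alternatives that kept all arrays (range 0.0126 to 0.456). It was also called without TG replicate 2 or 3 or WT replicate 4 or 6 (range 0.0234 to 0.105 over the single arrays left out). The genes behind these counts, named after their values were seen, were the cytochrome c oxidase subunit gene Cox6c (-0.30), the fatty acid elongase gene Elovl5 (0.83) with the squalene epoxidase gene Sqle (0.49), and Bckdha (-0.71) with Dbt (-0.45) of the branched-chain ketoacid dehydrogenase. Of these, Cox6c lost its call without TG replicate 1, 2, 3 or 5 or WT replicate 1, 2 or 4 (adjusted p up to 0.0747), and Sqle without TG replicate 2 or 5 or WT replicate 1 or 4 (adjusted p up to 0.0517). Dbt lost its call with median scaling (-0.39, adjusted p = 0.0620, range 0.00633 to 0.0620 over the alternatives that kept all arrays).

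Some contractile genes were lower in TG hearts, and no marker of pathological hypertrophy passed. Of 15 contractile genes, 4 fell and 0 rose (4 adjusted over the list alone; median -0.10, adjusted p = 0.0594), including the M-band gene Myom2 (-0.33, adjusted p = 0.0134) and the calcium release channel gene Ryr2 (-0.32, adjusted p = 0.0117), whose other tested probes did not pass (-0.24, adjusted p = 0.0514, and -0.08, adjusted p = 0.416). The others, named after their values were seen, were the myosin light chain gene Myl2 (-0.33) and Csrp3 (-0.27), and Csrp3 lost its call without TG replicate 2, 3 or 5 or WT replicate 1, 4 or 6 (adjusted p up to 0.0634). The list itself was called without background correction, with normexp, median scaling (median -0.13, adjusted p = 0.0125), the deposited log2 table and no filter. It was also called with trend and robust variances, with the replicate number as a block and with fry. Cyclic loess, the strict filter, array weights, the mean of probes and an estimated correlation did not call it. Its adjusted p ranged from 4.79e-04 to 0.312 over the alternatives that kept all arrays. None of the 10 markers of pathological hypertrophy passed, over all probes or adjusted over the list alone (0 each; adjusted p = 0.463), and the brightest of those, Ankrd1, was at -0.12 (adjusted p = 0.445). Nppa (0.70, SE 0.42, adjusted p = 0.259), Nppb (-0.08, adjusted p = 0.765), Myh6 (0.07, adjusted p = 0.413), Myh7 (0.19, adjusted p = 0.357) and Acta1 (0.32, adjusted p = 0.156) did not pass. Nppa depended on single hearts, at 0.35 without WT replicate 5 (adjusted p = 0.491) and 0.97 without WT replicate 1 (adjusted p = 0.0911). Acta1 passed without WT replicate 2 (0.43, adjusted p = 0.0407, against a range of 0.0407 to 0.281 over the single arrays left out). Acta1 also passed with the replicate number as a block (0.32, adjusted p = 0.0250). Of 8 factors linked to exercise-induced growth, 2 rose and 2 fell (the same adjusted over the list alone; adjusted p = 0.550), with the cell cycle gene Ccnd1 0.61 higher (SE 0.09, adjusted p = 2.57e-04) and the cardiac transcription factor gene Nkx2-5 at -0.43 (adjusted p = 0.00333). The other members that passed, named after their values were seen, were Igf1r (0.30) and Gata6 (-0.33), and Gata6 lost its call with median scaling (-0.30, adjusted p = 0.0522, range 0.00957 to 0.0522 over the alternatives that kept all arrays).

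A further list held genes that were also measured separately in the same rat model. The study measured some of them as protein, among them the products of Pdk4, Ppargc1a and Cycs, while all values here are mRNA. Of 17 tested, 4 rose and 2 fell (the same adjusted over the list alone; adjusted p = 0.151). Beside Ccnd1, Notch1, Notch4 and Plin5, the Notch ligand gene Dll4 was 0.78 higher (SE 0.20, adjusted p = 0.0113) and the malonyl-CoA decarboxylase gene Mlycd fell by 0.45 (SE 0.08, adjusted p = 0.00106). Over the alternatives that kept all arrays, the smallest Dll4 difference was 0.39. Jag1 (0.25, adjusted p = 0.0889) passed only without TG replicate 5 (0.31, adjusted p = 0.0390, against a range of 0.0390 to 0.186 over the single arrays left out). The fatty acid transporter genes Slc27a1 (-0.17, adjusted p = 0.506) and Slc27a4 (0.19, adjusted p = 0.336), Pdk4 (-0.13, adjusted p = 0.795), Ppargc1a (0.02, adjusted p = 0.892) and Cycs (-0.08, adjusted p = 0.417) did not pass. With single arrays left out, Slc27a1 lay between -0.31 (without TG replicate 3) and -0.07 (without TG replicate 6) and Slc27a4 between 0.12 (without WT replicate 4) and 0.27 (without WT replicate 3), and Slc27a3 was detected on 0 arrays. Of 198 tested genes that the study listed as higher in both of its VEGF-B models, 197 were higher (198 adjusted over the list alone), and of 34 listed as lower, 29 were lower (33 adjusted over the list alone). Both lists were chosen on these samples and are no independent evidence of direction.

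**Figure D3:**
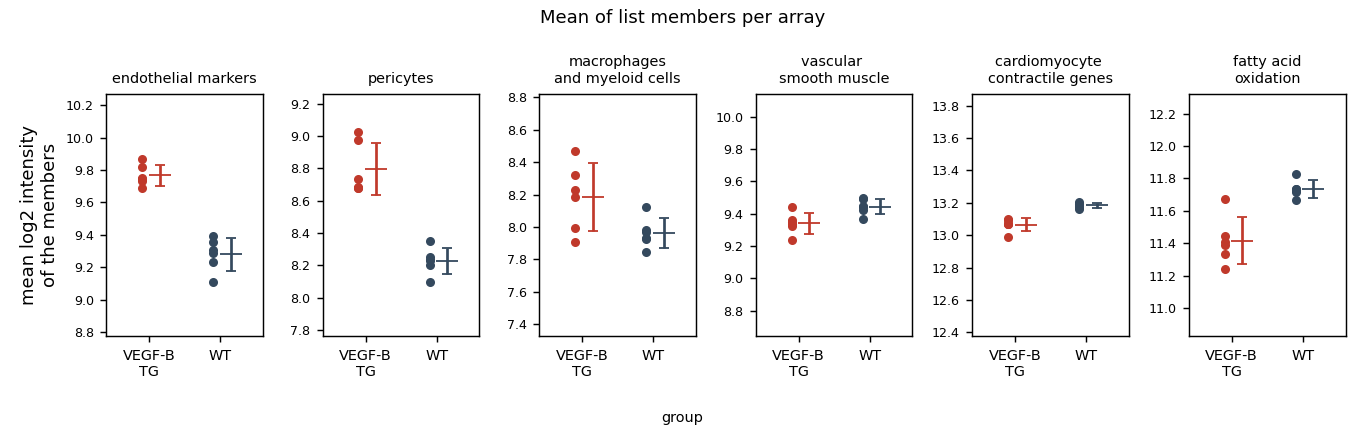
Mean log2 intensity of the members of 6 gene lists in each heart (vertical axis, each panel spanning the same range) for VEGF-B TG and WT (horizontal axis). Points are single hearts and bars the mean ± SD of 6. All 6 TG hearts lie above the WT hearts for endothelial markers and pericytes and below them for contractile genes, and 5 of 6 lie below them for smooth muscle markers and for fatty acid oxidation.

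Differences of single probes were tested with limma and lists with camera of limma. Of the 41 lists, 19 were called with a preset correlation (17 of the 38 not taken from the study), 0 with an estimated correlation and 29 with fry. Fry tests whether the genes of a list move one way without comparing them with other genes. Calls at the preset correlation also arose in other splits of the same hearts: the 35 splits with 3 TG hearts on each side called 0 to 6 of the 38 lists (median 2).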

Values the study reported

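The study reported 244 upregulated and 40 downregulated genes that were shared by its VEGF-B TG hearts and hearts given a VEGF-B vector. In its published review correspondence, the study gave a larger number of changed genes for TG against WT hearts alone. The same correspondence gave a manyfold rise of VEGF-B mRNA over the transgenic lines and vector experiments. For mRNA of Notch genes in TG against WT hearts it gave P values of 0.046 for Dll4, 0.009 for Jag1, 0.017 for Notch4 and 0.016 for Notch1. These came from Student's t-tests with no adjustment stated, unlike the adjusted p-values above. Among transcription factors tied to exercise-induced growth, it reported a rise of Ccnd1 alone, with P = 0.006. It found no difference in the markers of pathological remodelling that it measured, which were Anp, Bnp, Myh6, Myh7 and ActA. It also gave perilipin 5 as one of the transcripts with the strongest decrease in the TG hearts, and Fatp4 mRNA as higher.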

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

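The definition of sharply separated probes, and the tests of a chromosome segment, of other probes of the same genes and of the cardiomyocyte share, and the sorting of splits by their share of TG hearts, were chosen after the results were seen. Single arrays stood apart from the other 5 of their group in 24 of 396 groups of values tested (6.06%), where chance flags about 1 in 20 groups. Of these, 9 concerned TG replicate 6, which also lay farthest out on the first principal component (-23.7), and 6 concerned WT replicate 3.

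TG replicate 6 was lower than the other TG hearts for Vegfb (5.99 against 8.07 to 8.58), for Ndufb6 (12.65 against 12.81 to 12.89), for the mean of the contractile genes (12.99 against 13.07 to 13.10) and for the mean of complex I (12.98 against 13.11 to 13.17). The same heart was higher for Eef1a1 (14.34 against 13.83 to 14.00), Fkbp10 (10.21 against 9.32 to 9.62), Icam2 (11.33 against 10.93 to 11.03), Col18a1 (9.23 against 7.39 to 7.96) and Atcay (11.05 against 8.22 to 9.04). Without it, 870 probes were higher and 766 lower. WT replicate 3 was higher than the other WT hearts for Ecsit (12.03 against 11.84 to 11.90) and Notch4 (8.67 against 8.12 to 8.30), and lower for Cerk (8.94 against 9.14 to 9.18), Fabp4 (12.59 against 12.84 to 12.95), Pparg (5.61 against 5.80 to 5.90) and Gucy1b1 (7.72 against 8.13 to 8.37). WT replicate 5 was low for Vegfb (6.42 against 8.91 to 10.10) and Ndufb4 (5.70 against 6.07 to 6.18). WT replicate 6 was low for Angpt1 (6.74 against 7.23 to 7.48), Myc (6.52 against 6.85 to 6.99) and Ndufa7 (5.64 against 6.10 to 6.22). Ecsit was high in TG replicate 4 (10.15 against 9.72 to 9.86), Mlycd and Vtn in TG replicate 3 (11.81 against 11.35 to 11.51, and 11.22 against 10.94 to 11.04), and Ccnd1 in TG replicate 2 (11.68 against 11.56 to 11.58). No biological explanation was tested for these single hearts.

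A set of 89 probes, 21 higher and 68 lower in TG hearts, was sharply separated: the gap between the groups was wider than either group's range and over 0.3 on the log2 scale. They include 9 of the 10 largest decreases described above, from Kat2a to P2rx5 without Scn4b. Sequence variants that segregate among littermates without following the groups are argued against only as the source of these 89 probes. They would separate other splits as readily, but the highest of the 99 other splits drawn held 0 such probes. The splits that were not drawn were not examined. Of 100 splits, 1, the real one, held as many as 89. The definition of these probes was chosen after the real split was seen, so this rank alone does not exclude chance. All splits had sides of equal size, so they cannot show variants carried by an unequal share of the hearts. Whether such variants segregate in these rats was not tested. A single chromosome segment inherited with the transgene is argued against as the whole cause, since the separated named probes lay on 17 chromosomes and the one with most held 18.8% of them, against 12.9% of the tested named probes. A fixed sequence difference between TG and WT animals under single probes cannot be told apart from a change in transcript level, because only 2 other tested probes of these genes exist, those of Tie1 and Chchd3 (named after its value was seen), with 0.76 and 0.52 of the separated probe's difference.

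Markers of vessels, matrix and macrophages rose while contractile genes were slightly lower, which a smaller share of cardiomyocyte RNA could give. That share would raise the markers of every other cell type alike, but the endothelial mean minus the smooth muscle mean was 0.59 higher in TG hearts (exact permutation p = 0.00216, higher in all 6 TG hearts than in any WT heart). Against erythroid markers the endothelial mean rose by 0.46 (exact permutation p = 0.00216). Against fibroblast genes it rose by only 0.18 (exact permutation p = 0.0216, 3 of 6 TG hearts above all WT hearts). The smooth muscle list held 6 tested genes, of which 3 fell and 1 rose, and its own mean was 0.10 lower in TG hearts. The contrast with it therefore includes that fall. It argues against a lower cardiomyocyte share as the whole cause only if these genes mark smooth muscle alone and did not change for another reason. Neither was tested. The contrast with fibroblast genes leaves open that this share gave part of the rise. A larger number of endothelial cells or more transcript per cell both stay open too. Of the 100 splits, 1 gave an endothelial median as large (0.59, highest other 0.42) and 1 a Notch median as large (0.43, highest other 0.31). Both lists were included because of the study's report on these samples, so these ranks cannot argue against chance.

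The decrease of fatty acid oxidation genes was set against the same explanation. If it followed the cardiomyocyte share, it would be no larger than that of the contractile genes on the same arrays, but the mean of fatty acid oxidation genes minus that of contractile genes differed by -0.20 between TG and WT hearts (exact permutation p = 0.0130, lower in 5 of 6 TG hearts than in any WT heart). This argues against a cardiomyocyte share alone only if brighter and dimmer probes respond alike, which was not tested. The contractile mean was 13.07 in TG and 13.19 in WT hearts, against 11.41 and 11.74 for fatty acid oxidation. A cardiomyocyte share and the transgene's effect on metabolism both stay among the open explanations. Of the 100 splits, 1 gave a median as far from 0 (real value 0.34 without sign, highest other 0.25). The list was included because of the study's report on these samples, so this rank cannot argue against chance.

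Among the 100 splits, 1 called as many probes as the 1981 of the real one, with 2 in the highest other, which argues against chance for the number of probes. For the number of lists called at the preset correlation, 2 splits reached the 17 of the real one. The highest other split called 18 lists, so the number of lists does not exclude chance. That split had 4 TG hearts on one side, and the 30 other splits with at least 10 lists had 4 (25 splits) or 5 (5 splits), so each still held part of the difference between TG and WT. The 35 splits with 3 TG hearts on each side called 0 to 6 lists (median 2).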

How the results depend on the processing

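The alternatives were planned before the data were examined. Probes called numbered 843 to 1092 higher and 702 to 1008 lower over the 10 refits, and 846 to 1016 and 751 to 967 with single arrays left out, and every probe called both here and in an alternative had the same direction in it. Stricter thresholds of 0.01 and 0.001 left 561 and 200 higher and 475 and 206 lower, as fewer probes can pass. Of 158 named genes, 141 passed, and 108 of those passed in every refit that tested them and with each array left out. The strict filter removed some dim probes, such as those of Kat2a, Reg3g and Gad1, and so did not test them. In at least 1 setting 33 genes (7 of them named by the rule) lost the call, all with an adjusted p of 0.0117 or more here. Of these, 26 did so with 1 array left out. The other 7 were Hey2, Gaa, Dbt, Gata6, Eef1b2 and Eif4b, which lost it with median scaling, and Col18a1, which lost it with no filter. Of the 26, median scaling also ended the calls of Dnajb1, Cry1, Gja5, Cox6c, Ier3, Ndufb4, Suclg1, Fabp4, Fkbp1a, Vhl, Mgp, Eif4a1, Klf6, Bhlhe40, Cav1 and Psmb8, no filter those of Bhlhe40, Cav1, Cox6c, Cry1, Dnajb1, Gch1, Gja5, Hes1, Ier3, Mgp, Ndufa7, Ndufa8, Ndufb4, Synpo2 and Vhl, cyclic loess those of Bhlhe40, Cry1, Dnajb1, Gja5, Ier3, Ndufa8, Suclg1 and Synpo2, no background correction and the deposited log2 table those of Cox6c, Gja5, Ndufa7 and Ndufb4, array weights those of Bhlhe40, Mgp, Ndufa7 and Ndufa8, trend and robust variances those of Dnajb1 and Ndufa7, and normexp that of Ndufa7. Of the 17 lists called, 15 kept the call in every refit that tested them, with the mean of probes and with each array left out. The exceptions were glycogen metabolism and complex I. Amino acid synthesis and ATF4 targets had too few members under the strict filter and were not tested with it. With an estimated correlation, the number of other lists called fell from 14 to 0, and endothelial markers (0.59, adjusted p = 0.0786), Notch (0.43, adjusted p = 0.139) and fatty acid oxidation (-0.34, adjusted p = 0.227) kept their medians but not their calls, since that test allows for members that vary together. Fry called 23 other lists. With single arrays left out, the Vegfb difference lay between -1.56 and -0.64, endothelial markers between 0.54 and 0.62, fatty acid oxidation between -0.37 and -0.28 and Notch between 0.32 and 0.50. Vegfb passed without WT replicate 5; the cause was not tested. Sizes shrank where background was left in: without background correction, 40 of the 141 genes and 5 of the 17 lists were more than 1.5 times smaller, with medians of 0.25 for Notch, 0.32 for the cell cycle, 0.33 for pericytes, 0.30 for macrophages and 0.07 for angiogenesis, and these lists kept their calls. Signs changed in 18 values of 5 genes and 12 of 6 lists, 0 of them past the threshold: Flt1 was 0.00045 without background correction, 0.0015 with normexp and 0.0020 with cyclic loess, complexes III to V 0.025 with cyclic loess and lipogenesis -0.14 with the strict filter. With single arrays left out, ranges were -0.049 to 0.046 for Flt1, -0.013 to 0.073 for Ppargc1a, -0.31 to 0.037 for Pdk4, -0.19 to 0.013 for Nppb, -0.12 to 0.012 for Vegfd, -0.0011 to 0.053 for erythroid markers (whose test changed direction), -0.015 to 0.10 for immediate early genes, -0.056 to 0.029 for the VEGF list and -0.061 to 0.13 for hypoxia response; the cause was not tested. With the replicate number as a block, 1024 probes were higher and 904 lower, and the replicate block moved Acta1 past the threshold (0.32, adjusted p = 0.0250) and the contractile list too (-0.10, adjusted p = 0.0496), while Cry1, Gja5, Ier3, Ndufa8, Hspb7, Suclg1 and Ndufa7 lost their calls. Same-numbered TG and WT hearts correlated in their deviations by -0.14 to 0.23, over 0.1 in 4 of 6 pairs, and 3 of 6 TG hearts correlated best with their own number. These values do not settle whether the numbers pair the hearts. Signal over background limits the dim probes: Reg3g, Gad1, Cdk1, Ccnb2, Tpx2, Mcam, Phkg1, Pparg, Ssr1, Ndufb4 and Flt1 were not detected on several arrays. Of 22517 probes, 9054 were tested. The smallest differences over the alternatives that kept all arrays were 0.38 for Slc1a5, 0.41 for Elovl5, 0.42 for Myc and -0.30 for Trdn.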

Other observations

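Which lists are described here, the genes that the rule did not name and all contrasts of list means were chosen after their values were seen. Vessel wall genes went both ways. Among 6 vascular smooth muscle genes, Actg2 (-0.66, adjusted p = 0.00174), Tagln (-0.49, adjusted p = 0.00448) and Synpo2 (-0.22, adjusted p = 0.0482) fell and Cald1 (0.42, adjusted p = 0.0103) rose (the same counts, 1 higher and 3 lower, adjusted over the list alone; median -0.11, adjusted p = 0.433). Their mean was below every WT heart in 5 of 6 TG hearts (exact permutation p = 0.0130). Synpo2 kept its call only without TG replicate 1 or 4 or WT replicate 3 (adjusted p up to 0.107). In arterial endothelium, the netrin receptor gene Unc5b (1.02, adjusted p = 3.56e-04) and the connexin gene Gja4 (0.44, adjusted p = 8.76e-04) rose, as did Dll4 and Mgp (0.29, adjusted p = 0.0491), while Gja5 (-0.32, adjusted p = 0.0390) fell together with Hey2. Mgp kept its call only without TG replicate 3 or 5 or WT replicate 4 (adjusted p up to 0.103), and Gja5 only without TG replicate 4 or 6 or WT replicate 6 (adjusted p up to 0.0821).

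Calcium handling and glycolysis were not called as lists, although single genes fell and the list means were lower. The mean was below every WT heart in 6 of 6 TG hearts for calcium handling (-0.18, exact permutation p = 0.00216) and in 5 of 6 for glycolysis (-0.12, exact permutation p = 0.00433), and above every WT heart in 6 of 6 for translation factors (0.09, exact permutation p = 0.00216). Besides the arterial, smooth muscle and contractile lists, the means of uncalled lists also differed for genes measured separately in the study (0.17, exact permutation p = 0.0303, 2 of 6 above), branched-chain amino acid catabolism (-0.15, exact permutation p = 0.0195, 4 of 6 below), lipogenesis (0.19, exact permutation p = 0.0152, 2 of 6 above) and complexes III to V (-0.03, exact permutation p = 0.0303, 3 of 6 below). Of 13 calcium handling genes, Hrc (-0.47, adjusted p = 0.00119), Trdn (-0.65, adjusted p = 0.00330), Casq2 (-0.63, adjusted p = 0.00602) and Ryr2 fell and Cacnb3 (0.38) and Fkbp1a (0.27) rose (2 higher and 7 lower adjusted over the list alone; adjusted p = 0.0823). Of 18 glycolysis genes, the glucose transporter gene Slc2a4 (-0.48, adjusted p = 2.33e-04), Pgam2 (-0.45, adjusted p = 0.00469), Eno1 (-0.48), Eno3 (-0.59) and Pfkm (-0.34) fell and Pfkl (0.32) rose (the same adjusted over the list alone; adjusted p = 0.116). Fkbp1a lost its call without TG replicate 2 or 5 or WT replicate 1, 2, 4 or 5 (adjusted p up to 0.0693), and Pfkm without TG replicate 1 or WT replicate 5 (adjusted p up to 0.0526). Of 19 translation factor genes, 4 rose, Eef1a1 (0.41, adjusted p = 0.00318), Eef1b2 (0.30, adjusted p = 0.0135), Eif4a1 (0.31) and Eif4b (0.24), and 0 fell (4 adjusted over the list alone; adjusted p = 0.0806). With median scaling, Eef1b2 (0.24, adjusted p = 0.0870, range 0.00387 to 0.0870 over the alternatives that kept all arrays) and Eif4b (0.25, adjusted p = 0.0531, range 0.00685 to 0.0531) lost their calls. Eif4a1 lost its call without TG replicate 5 or 6 or WT replicate 2 or 6 (adjusted p up to 0.0586).

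Stress and clock genes were mixed. Hmox1, in both the hypoxia and the oxidative stress list, rose by 1.28 (adjusted p = 0.00148). Of 13 hypoxia genes it rose with Vhl (0.28; 2 higher, 1 adjusted over the list alone; adjusted p = 0.326), and of 17 oxidative stress and heat shock genes Sod1 (-0.23, adjusted p = 0.0107), Hspb7 (-0.19) and Dnajb1 (-0.56) fell (1 higher and 3 lower, 1 and 6 adjusted over the list alone; adjusted p = 0.173). Of 14 immediate early genes, Myc (0.78, adjusted p = 8.72e-05), Atf3 (0.55, adjusted p = 0.00939) and Klf6 (0.37) rose and Ier3 (-0.29) fell (3 and 1 adjusted over the list alone; adjusted p = 0.395). Of 9 clock genes, Bhlhe40 (0.37, adjusted p = 0.0477) rose and Cry1 (-0.34, adjusted p = 0.0471) fell (1 and 2 adjusted over the list alone; adjusted p = 0.395). Calls were lost without TG replicate 2, 5 or 6 or WT replicate 1, 3, 4 or 6 for Vhl (adjusted p up to 0.0918), TG replicate 2, 3 or 6 or WT replicate 1, 3, 4 or 6 for Hspb7 (up to 0.0788), TG replicate 2 or WT replicate 1 or 6 for Klf6 (up to 0.0574), and TG replicate 1 or 3 or WT replicate 1, 3, 4 or 6 for Ier3 (up to 0.0817). With single arrays left out, Dnajb1 kept its call only without TG replicate 5 or 6 or WT replicate 1 (adjusted p up to 0.0972), Bhlhe40 only without TG replicate 3 or 4 or WT replicate 6 (up to 0.0977), and Cry1 only without TG replicate 4 or WT replicate 2 or 6 (up to 0.102). Lists with too few tested members held Cd48 among 3 lymphocyte genes (0.69, adjusted p = 5.15e-04, 2 higher adjusted over the list alone) and Cfd among 4 adipocyte genes (0.52, adjusted p = 0.0109, 1 adjusted over the list alone), and 0 of 3 Schwann cell and 0 of 3 atrial genes passed, also adjusted over the list alone.

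Other differences between list means went the same ways as those weighed above. Endothelial markers rose against erythroid markers by 0.46 (exact permutation p = 0.00216, 6 of 6 TG hearts above all WT hearts) and against fibroblast genes by 0.18 (p = 0.0216, 3 of 6), and pericyte and macrophage markers rose against smooth muscle by 0.67 (p = 0.00216, 6 of 6) and 0.32 (p = 0.0238, 4 of 6). Fatty acid oxidation genes against complexes III to V differed by -0.29 (exact permutation p = 0.00649, 5 of 6 TG hearts below all WT hearts). Adjusted over the 7 contrasts, the p-values were 0.00505 to 0.0238. Sharply separated probes numbered 60 to 83 under 4 other ways of processing, 54 to 82 of them shared. Of the separated named probes that were higher, 9 of 18 stood in the study's list of higher genes, against 194 of 836 other called ones (Fisher exact p = 0.0201), and of those that were lower, 1 of 51 against 29 of 689 (p = 0.715). Of 89 genes with several tested probes, 29 had a called probe, 10 with every probe called in 1 direction, 19 with some probes called and others not, and 0 with probes called in both directions.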
